A study of Homo sapiens with 12 samples.

How the data were processed

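Gene expression was measured by RNA-seq in 12 libraries of HT-29, an established human colon adenocarcinoma line that carries mutant APC. APC is a component of the complex that marks beta-catenin, the product of CTNNB1, for degradation. Per the labels, cells received lentivirus carrying either an open reading frame or a short hairpin RNA. The open reading frame encoded GFP (the control) or CTNNB1, and cells were collected 2 days after infection. The hairpin was either the control named shNT1 or one against APC (shAPC), and cells were collected 1 day after induction with 2 µM doxycycline. Each of the 4 groups had 3 libraries. The labels name an mRNA library kit and do not state strandedness.

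The authors deposited a table of TPM, transcript abundances scaled to the same total in every library, with 25528 rows and a column per library, and each column summed to 1e+06. The name of that deposited table refers to the STAR aligner, while the genome build, annotation, quantification tool and versions are not stated. Genes are therefore named by symbol, with the Ensembl identifiers that the authors' deposited tables pair with them, and no coordinates are given. Among its row names 27 are dates, a sign of spreadsheet conversion of gene symbols. They were filtered on mean TPM like any other gene and none is named. The authors also deposited a limma table for each comparison, with 28008 rows, holding log2 fold changes and mean log2 expression. Per the file headers, these tables also hold p-values and adjusted p-values. Their remaining deposited columns, per the file headers, are a moderated t and a log-odds score, which were not used here. The model and filters behind the authors' deposited tables are not stated. The table named for shNT1 against APC runs as shAPC minus shNT1, since its log2 fold change for APC is -1.41.

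TPM keeps no sequencing depth, so the depth of each library is unknown. An estimate came from the authors' deposited tables. Their lowest mean log2 expression was -5.7555 in the CTNNB1 comparison, and the next value lay 0.2642 above it. A step of 0.2642 is what depth-scaled log2 counts over 6 libraries give when 0.5 is added to each count. If that is how the values were made, the libraries averaged 27000000 reads in the CTNNB1 comparison and 26000000 in the APC comparison. No interval or detection floor per library was derived from these figures.

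Each arm was fitted separately with limma 3.58.1 in R 4.3.3 on log2(TPM + 1). Genes with a mean TPM of at least 1 over the 6 libraries were kept. The fit used moderated variances with a mean-variance trend. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. Because 1 is added before the logarithm, fold changes of weakly expressed genes are understated. The difference between the arms was the contrast of the CTNNB1 effect minus the shAPC effect in one fit of all 12 libraries. A list of 21 WNT target genes and a list of 20 intestinal differentiation genes were tested with the fry test of limma. The test was two-sided and directional, and within the arms it was adjusted over the 4 tests. Differences of these lists between the arms were adjusted over both lists, and the later secretory list over both arms. Each median of the WNT target and differentiation lists within an arm was also ranked among 10000 random lists of the same size matched on mean expression.

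The named genes followed a rule. In each arm these were the 4 called genes with the largest rise and the 4 with the largest fall, among genes with a mean TPM of at least 5 and no overlap between perturbed and control libraries. CTNNB1, APC and the called members of both lists were added. Genes of the secretory list were singled out after values had been seen, apart from those the rule already named. The grouping, designs, lists, naming rule and most alternatives were fixed before the data were examined.

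The pairing used in the replicate-block fits comes from the replicate numbers in the sample titles, which are shared across the groups. The labels do not say what a number stands for. Each number occurs once per group, so with all libraries the block leaves every log2 fold change unchanged. Only p-values and calls can differ, and equal fold changes under the block are no sign of robustness. Other alternatives were a pseudocount of 0.1, no filter, a mean TPM of at least 5, median-ratio scaling and quantile normalization. Further ones were no variance trend, one fit of all 4 groups, an absolute log2 fold change of at least 1, an adjusted p under 0.01, and leaving out each library in turn. Corrections for GC content and transcript length were added after the data had been seen, alone, with the replicate block (GC only), or with the median level of each library kept. Without that last condition they also centre the fold changes of all genes near 0. GC content and length came from GENCODE v29 transcripts matched by symbol, with 95.5% of the genes tested in the CTNNB1 arm matched.

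The fits were tested on simulated data with 200 changed genes, 25000000 reads and an assumed dispersion of 0.01. At a 2-fold change the CTNNB1 arm recovered 98% of the changed genes among 11615 tested, and 3.9% of its calls were false. The contrast between the arms recovered 88.5% among 11739 tested. At a 1.5-fold change the contrast recovered 23% among 11726 tested. At a 4-fold change 10% of the calls in the CTNNB1 arm were false among 11623 tested. The assumed dispersion was not estimated from these libraries. Their fits had a median SE of 0.072 in the CTNNB1 arm and 0.075 in the shAPC arm. A dispersion of 0.01 gives a larger SE than that with 3 libraries per group. Simulated counts followed TPM without regard to transcript length. The 200 changed genes were also few next to the 23.5% and 22.1% called in the arms. The rates above thus describe the simulated setting and not these libraries.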

Results

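HT-29 cells were profiled by RNA-seq under forced expression of CTNNB1 or knockdown of APC, each with its own control, to ask how stronger WNT signalling changes gene expression. There were 12 libraries in 4 groups of 3. Between 14756 and 16186 genes had a TPM above 0 per library, the lowest in shNT1 replicate 3. The 10 most abundant genes took between 9.07% and 11.3% of the TPM. Pearson correlations of log2(TPM + 1) within groups ranged from 0.9912 to 0.9974 over 11741 genes. The first principal component held 43.5% of the variance. On it the GFP libraries lay between -21.8 and -21.4 and the shAPC libraries between 17.9 and 21.3, with the CTNNB1 and shNT1 libraries between these groups. The open reading frame and hairpin arms differed in vector, collection day and doxycycline, so the groups of one arm cannot be compared with those of the other free of these differences.

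The perturbed genes were examined first. APC (ENSG00000134982) averaged 16.4 ± 0.8 TPM in shNT1 and 5.99 ± 0.56 TPM in shAPC (SD, n = 3 each). Its log2 fold change was -1.32 (SE 0.08, limma adjusted p = 6.1e-06), and -1.32 with the replicate block (adjusted p = 2.8e-05). All 3 shAPC libraries lay below all 3 shNT1 libraries. CTNNB1 (ENSG00000168036) averaged 146 ± 2.9 TPM in GFP and 160 ± 4.2 TPM in the CTNNB1 group (SD, n = 3 each). Its log2 fold change of 0.13 (SE 0.04) did not pass the threshold (limma adjusted p = 0.059), although the groups did not overlap. Its value was 0.13 with the replicate block (adjusted p = 0.067). Median-ratio scaling moved it most, to 0.07 (adjusted p = 0.22). Adjusted p-values ranged from 0.048 to 0.22 over the alternatives that kept all libraries. In the authors' deposited table the log2 fold change of CTNNB1 was 0.06 with an adjusted p of 0.1. The sequence of the CTNNB1 construct was not analysed here, and TPM does not separate construct from endogenous transcripts. APC in the CTNNB1 arm changed by 0.21 (SE 0.09, limma adjusted p = 0.13). CTNNB1 did not differ between shAPC and shNT1 (150 ± 8.4 against 150 ± 5.5 TPM, SD, limma adjusted p = 0.97).

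**Figure D1:**
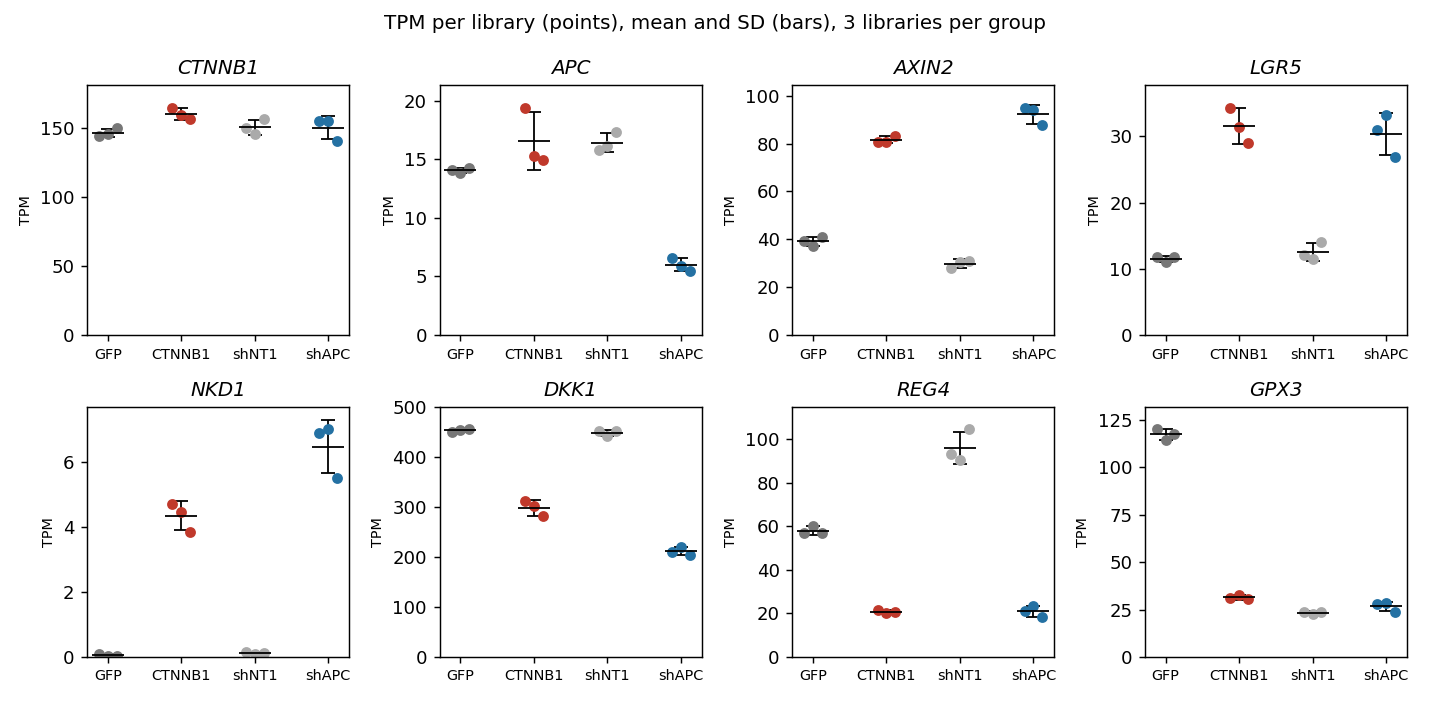
TPM of 8 genes in each of the 12 libraries (points), with the group mean and SD (bars, n = 3), each vertical axis linear from 0. CTNNB1 stays between 140.5 and 164.6 TPM in all libraries, APC is lowest in shAPC (5.99 TPM on average), AXIN2, LGR5 and NKD1 are higher in both perturbed groups than in their controls, and GPX3 averages 117 TPM in GFP against 31.4 TPM in the CTNNB1 group.

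The CTNNB1 arm was compared gene by gene. Of 11624 genes tested, 2730 (23.5%) were called by limma, 1898 higher and 832 lower. The median absolute log2 fold change of the called genes was 0.34, and 95 of them changed by at least 1 (65 up, 30 down). The 2 groups did not overlap for 5021 genes (43.2% of those tested, against 10% by chance). With the replicate block, 2895 genes were called, 1959 higher and 936 lower. Same-numbered libraries deviated together only weakly, with a mean correlation of 0.13. It was -0.07 for libraries with different numbers. For deviations from a mean of 3 libraries this second value nearly follows from the first, so it is no separate reference. The share of higher calls depended on scaling: it was 69.5% for TPM as deposited, 49.4% under median-ratio scaling (2729 called) and 53% under quantile normalization. The median log2 fold change of all genes was 0.06.

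Among called genes with a mean TPM of at least 5 and no overlap between groups, WNT11 (ENSG00000085741) rose most in this arm, from 3.28 ± 0.3 to 23.4 ± 2.4 TPM (log2 fold change 2.51, SE 0.09, limma adjusted p = 5.7e-07). AKAP12 rose from 1.71 to 11.1 TPM (2.16 on the log2 scale), SP5 from 2.23 to 13.2 TPM (2.14) and KRT17 from 2.3 to 12.4 TPM (2.05). KRT17 has close paralogs and pseudogenes, and how reads shared with them were assigned is not stated. GPX3 (ENSG00000211445) fell most among the same genes, from 117 ± 2.7 to 31.4 ± 1.2 TPM (log2 fold change -1.87, SE 0.05, limma adjusted p = 1e-07). The level of GPX3 in GFP was also far above that in shNT1 (23.4 ± 0.82 TPM) and shAPC (26.7 ± 2.5 TPM). REG4 fell from 58 to 20.8 TPM (-1.43), GABARAPL1 from 25.5 to 9.28 TPM (-1.37) and BLVRB from 116 to 47.5 TPM (-1.27). For GABARAPL1 and BLVRB the GFP mean was likewise the highest of the 4 group means.

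The shAPC arm was compared in the same way. Of 11834 genes tested, 2615 (22.1%) were called by limma, 857 higher and 1758 lower. The median absolute log2 fold change of the called genes was 0.33, and 88 changed by at least 1 (62 up, 26 down). The groups did not overlap for 4837 genes (40.9%, against 10% by chance). With the replicate block, 1767 genes were called, 614 higher and 1153 lower, and 1741 of these were among the 2615. Same-numbered libraries did not deviate together in this arm, with a mean correlation of -0.12. The value of 0.06 for different numbers again nearly follows from it. Higher calls made up 32.8% for TPM as deposited, 47.6% under median-ratio scaling (2854 called) and 49.4% under quantile normalization. The median log2 fold change of all genes was -0.05.

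By the same criteria WNT11 again rose most, from 1.53 ± 0.18 to 18.3 ± 3.2 TPM (log2 fold change 2.92, SE 0.12, limma adjusted p = 3.5e-07). ASCL2 rose from 1.76 to 12.4 TPM (2.28 on the log2 scale), SP5 from 4.23 to 23.9 TPM (2.24) and IGFL4 from 1.62 to 11.5 TPM (2.23). REG4 (ENSG00000134193) fell most among these genes, from 96.1 ± 7.5 to 20.9 ± 2.4 TPM (log2 fold change -2.15, SE 0.09, limma adjusted p = 3.5e-07). ANXA13 fell from 12.2 to 2.48 TPM (-1.94), MUC5AC from 25.8 to 7.92 TPM (-1.6) and AKR1B10 from 262 to 96.6 TPM (-1.43). AKR1B10 has a near-identical paralog, so its level is uncertain to the extent that shared reads were divided.

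The WNT target list asks whether known targets of the pathway moved together. In the CTNNB1 arm 17 of its 21 genes were tested, with a median log2 fold change of 0.69 (limma fry, adjusted p = 4.5e-05). The median, which the block cannot change, was 0.69 with the replicate block (adjusted p = 0.0057), the pairing correlation being 0.13. Over all genes 14 members were called, 13 higher and 1 lower, and 15 passed when adjusted over the list alone. The list mean of log2(TPM + 1) per library went from 4.72 ± 0.027 in GFP to 5.53 ± 0.037 in the CTNNB1 group (SD, n = 3 each). In the shAPC arm 18 genes were tested, with a median of 0.62 (limma fry, adjusted p = 0.00011). It was 0.62 with the replicate block (adjusted p = 0.0057), the pairing correlation being -0.12. Of these, 17 were called, 15 higher and 2 lower, and 18 passed over the list alone. With the replicate block SOX9 (0.24, adjusted p = 0.068) and MYC lost their calls. The list mean went from 4.53 ± 0.036 to 5.42 ± 0.087 (SD, n = 3 each). Both medians lay at the 100 percentile of random lists. The largest p over the alternatives that kept all libraries was 0.0057 in each arm.

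AXIN2 (ENSG00000168646) rose from 39.2 ± 1.9 to 81.6 ± 1.5 TPM in the CTNNB1 arm and from 29.9 ± 1.8 to 92.1 ± 3.9 TPM in the shAPC arm. LGR5 rose from 11.5 ± 0.47 to 31.5 ± 2.7 TPM and from 12.5 ± 1.3 to 30.4 ± 3.2 TPM. NKD1 was close to 0 in both controls (0.0443 TPM in GFP and 0.12 TPM in shNT1) and reached 4.34 ± 0.45 TPM in the CTNNB1 group and 6.48 ± 0.83 TPM in shAPC. DKK1 went the other way in both arms, from 454 ± 2.2 to 298 ± 15 TPM (log2 fold change -0.6) and from 448 ± 5.5 to 211 ± 8.1 TPM (-1.08). MYC was lower in shAPC (-0.19, limma adjusted p = 0.041), but was not called with the replicate block (adjusted p = 0.097, pairing correlation -0.12), and was not called in the CTNNB1 arm (-0.14, limma adjusted p = 0.08).

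The differentiation list covers enterocyte and goblet cell genes, of which 11 of 20 were tested in each arm. Its median log2 fold change was -0.45 in the CTNNB1 arm (limma fry, adjusted p = 2.9e-05) and -0.45 with the replicate block (adjusted p = 0.00072), with a pairing correlation of 0.13. In the shAPC arm it was -0.6 (limma fry, adjusted p = 0.00012) and -0.6 with the replicate block (adjusted p = 0.0057), with a pairing correlation of -0.12. Both medians lay at the 0 percentile of random lists. In the CTNNB1 arm 8 members were called, 7 lower and 1 higher (VIL1), and 9 passed over the list alone. In the shAPC arm 9 were called, 8 lower and 1 higher (MUC13), and 9 passed over the list alone. MUC13 was not called with the replicate block (0.21, adjusted p = 0.064). The goblet cell gene TFF3 was not called in the CTNNB1 arm (0.31, limma adjusted p = 0.08) or the shAPC arm (-0.03, limma adjusted p = 0.89). FABP1, CDX2, ALPI, SI, ANPEP, MUC2, SLC26A3, AQP8 and GUCA2A lay under the filter and were not tested. The fall of the list is thus not shown for goblet cell genes. The largest falls were those of CEACAM5 (-1.08 and -1.27), CA2 (-1.02 and -0.7) and CEACAM6 (-1.01 and -1.22). CEACAM6 averaged 135 TPM in GFP, 67.2 TPM in the CTNNB1 group and 46.3 TPM in shNT1. CEACAM5 averaged 26.7, 12.3 and 11 TPM in the same groups. Their falls in the CTNNB1 arm may thus partly report on the GFP control. LGALS4, DPP4 and PHGR1 also fell in that arm, with GFP means below those of shNT1. CEACAM5 and CEACAM6 are paralogs, so shared reads make their separate values uncertain.

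**Figure D2:**
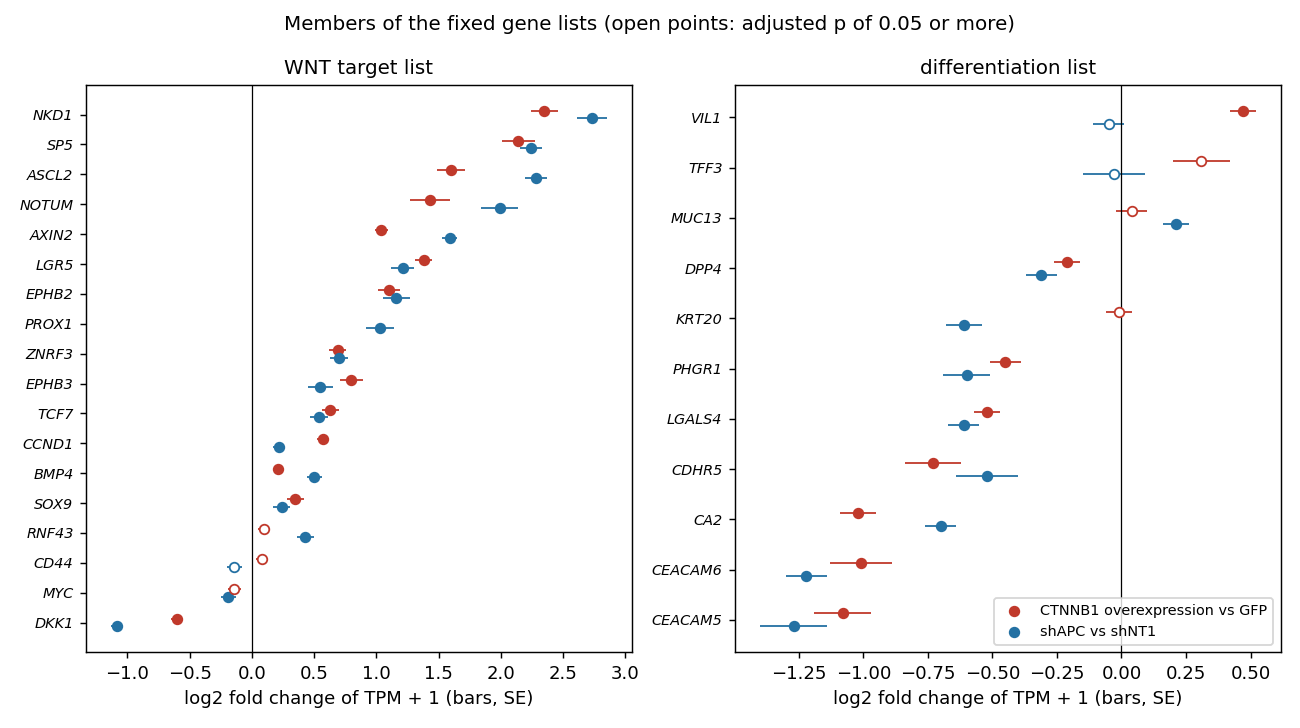
Log2 fold change of TPM + 1 (horizontal axis, bars show the SE) for the tested members of both lists in the CTNNB1 arm (red) and the shAPC arm (blue), open points having an adjusted p of 0.05 or more. NKD1 rose by 2.35 and 2.73, DKK1 fell by 0.6 and 1.08, and CEACAM5 fell by 1.08 and 1.27.

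The overlap of the arms was described over the 11556 genes tested in both. The same direction was called in both arms for 845 genes (471 up, 374 down), where 256.3 would be expected if the calls were independent. Opposite directions were called for 119 genes, where 344.4 would be expected. With the replicate block, 707 genes were called in the same direction and 75 in opposite directions (pairing correlations 0.13 and -0.12). Same-direction calls numbered 1019 under median-ratio scaling and 926 under quantile normalization. The expected counts hold only for TPM as deposited, since the shares of rises and falls changed with scaling. The log2 fold changes of both arms had a Pearson r of 0.513 and a Spearman rho of 0.376 across genes, which are not independent replicates.

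**Figure D3:**
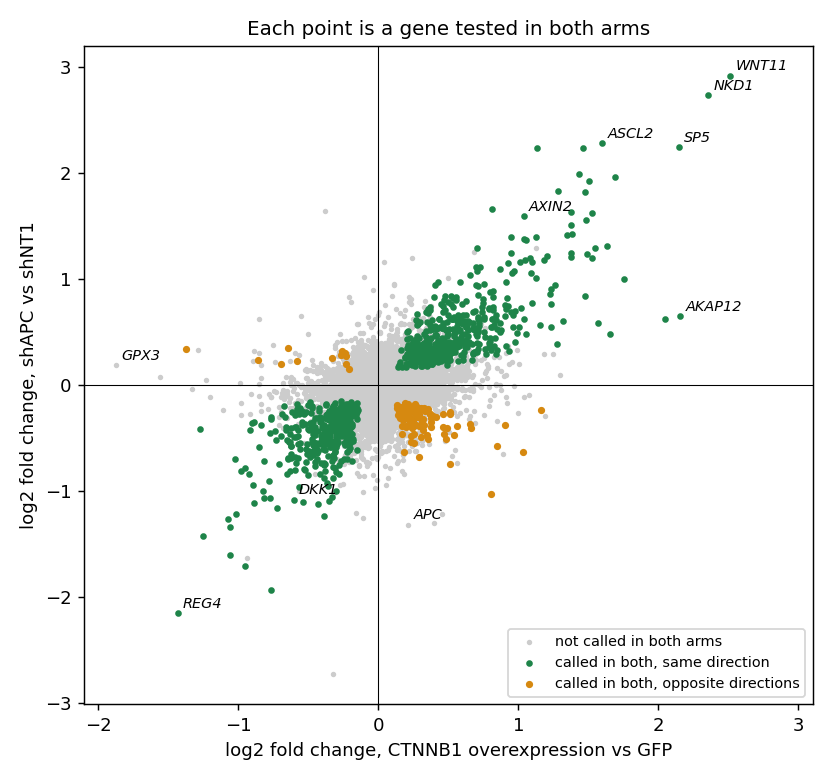
Log2 fold change in the CTNNB1 arm (horizontal axis) against that in the shAPC arm (vertical axis), a point per gene tested in both, with 845 genes called in the same direction (green) and 119 in opposite directions (orange). WNT11 lies at 2.51 and 2.92, REG4 at -1.43 and -2.15, and GPX3 at -1.87 and 0.18.

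Whether a gene changed by different amounts in the arms was tested in one fit of all 12 libraries. Of 11741 genes, 1885 were called by limma, 1561 with a positive difference (CTNNB1 arm minus shAPC arm) and 324 with a negative one. With the replicate block, 1145 were called (pairing correlations 0.13 and -0.12). Under median-ratio scaling 1443 were called, of which 55% were positive. The largest difference among the named genes was that of GPX3 (-2.06, SE 0.09, limma adjusted p = 1.7e-08). AXIN2 rose by less in the CTNNB1 arm (difference -0.56, SE 0.08, limma adjusted p = 0.00057), and DKK1 fell by less (0.48, SE 0.06, limma adjusted p = 4e-04). The WNT target list as a whole had a median difference of -0.04 (limma fry, adjusted p = 0.39). It was -0.13 under median-ratio scaling (adjusted p = 0.026), which moved the median difference of all genes from 0.11 to 0.

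The authors' deposited tables were set beside these calls. In the authors' deposited table for CTNNB1, 2638 rows had an adjusted p under 0.05 (1351 higher, 1287 lower), and in that for APC 2523 did (1150 higher, 1373 lower). Among 11609 matched genes of the CTNNB1 arm, 1782 were called both here and in the authors' deposited table, none with opposite signs. A further 510 were called only in the authors' deposited table and 941 only here. For APC, 11819 genes matched, 1843 were called in both, 424 only in the authors' deposited table and 770 only here. The log2 fold changes here and in the authors' deposited tables had a Spearman rho of 0.996 across genes in each arm. In the authors' deposited table for CTNNB1, 9451 rows sat at the lowest mean and entered its p-value adjustment. Without them, 3235 rows would pass.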

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

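The splits of the libraries, the tests of scaling, GC content, transcript length and control levels on the difference between the arms, and the tests on single genes and on the lists were chosen only after the results had been seen. Each result here was picked out because the effect in the CTNNB1 arm differed from that in the shAPC arm by a test of the difference itself.

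The difference between the arms was called for 1885 genes. Scaling alone does not account for this count, since 1443 genes were called under median-ratio scaling. The share of positive differences fell there from 82.8% to 55%, so the balance of directions depends on scaling. Removing each library's trend with GC content gave 1963 calls, and removing the trend with transcript length gave 1347. Genes with a known length and GC content were fitted again for this. Of their 1896 calls in that fit, 1036 were still called after length removal and 1374 after GC removal. Under median-ratio scaling 1092 of them were still called. Both removals also centre all genes. With the level of each library kept, 1851 genes were called after length removal, 1571 of the 1896 among them, and 2463 after GC removal. The differences had a Spearman rho of 0.3 with length across genes. A difference between the control groups is a candidate source. The controls differed by more than the perturbed groups in 45.6% of the called genes, under the limit of 60% set for that explanation. Compared directly, however, GFP and shNT1 differed in 3859 genes and CTNNB1 and shAPC in 2982 (3927 and 3181 under median-ratio scaling), so the controls lay farther apart overall. GFP lay farthest from the median of the other groups in 31.1% of them, shAPC in 38.6%, CTNNB1 in 15.8% and shNT1 in 14.5%. Among genes not called, GFP lay farthest in 34.3%. Under median-ratio scaling the comparison went the other way, with GFP farthest in 36.7% of the called genes and 33.5% of those not called. There the controls differed by more in 49.6% and shAPC lay farthest in 37.6%, so the small share for GFP depends on scaling. Of the 16 pairs of splits that part every same-numbered pair in both arms, 1, the real pair, gave as many calls, and the largest other count was 1064. The real grouping with one arm mirrored, which adds the effects, gave 3713 and was not counted. With 16 pairs the share cannot fall under 0.05, so the count cannot be told apart from chance by this test. Vector, collection day and doxycycline also differ between the arms and were not separable.

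Among 40 named genes tested, 18 differed between the arms, and all 18 also did under median-ratio scaling. GPX3 differed by -2.06, GABARAPL1 by -1.71 and BLVRB by -0.86 (CTNNB1 arm minus shAPC arm, log2). A GFP level apart from the other groups was first seen in these 3 genes, so the farthest group was then taken in all 18. GFP was the farthest from the median of the other groups in 6 genes (GPX3, GABARAPL1, BLVRB, CA2, VIL1 and KRT17), shNT1 in 5 (IGFL4, AXIN2, BMP4, REG4 and ANXA13), shAPC in 5 and CTNNB1 in 2. The concern is thus not confined to one control. In the 6 genes the change in the CTNNB1 arm may partly report on the GFP control, and in the 5 that in the shAPC arm on shNT1. The levels alone cannot tell this apart from a vector or collection day that shifted a level which the perturbation shifted back.

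The other named genes that differed in the negative direction were IGFL4 (-1.1), ASCL2 (-0.69), AXIN2 (-0.56), RNF43 (-0.33), CA2 (-0.32) and BMP4 (-0.29). Those in the positive direction were CCND1 (0.34), DKK1 (0.48), VIL1 (0.52), KRT20 (0.6), REG4 (0.72), ANXA13 (1.17), KRT17 (1.43), AKAP12 (1.51) and APC (1.53). The APC difference follows from the hairpin. KRT17 and AKAP12 rose in both arms, by 2.05 and 2.16 in the CTNNB1 arm against 0.62 and 0.65 in the shAPC arm. Apart from the control levels, no explanation specific to these genes was tested.

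The differentiation list had a median difference of 0.15 (limma fry, adjusted p = 0.0075), positive because the list fell by less in the CTNNB1 arm. The median was 0.04 under median-ratio scaling (adjusted p = 0.37) and 0.051 after GC correction (adjusted p = 0.45). Both settings centre all genes, whose median difference was 0.11 as deposited, so this loss does not point to scaling or GC content as a cause specific to the list. With library levels kept the median was 0.154 after GC correction (adjusted p = 0.0071) and 0.221 after length correction (adjusted p = 0.005). Length correction without levels kept also centres all genes (median difference 0.01), yet the list kept a median of 0.117 (adjusted p = 0.031). Whether the list difference goes beyond the overall shift of all genes thus depends on the correction used. The adjusted p ranged from 0.0051 to 0.37 over the other alternatives that kept all libraries. All 16 pairs of splits gave a median difference as large, the largest other being 0.76. That test has little power to tell, because a split that mixes the groups of one arm keeps much of the effect of the other arm.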

How the results depend on the processing

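The corrections for GC content and transcript length were chosen after the data had been seen. The cause of each change below was not tested unless a value is given for it.

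The WNT target list kept its direction and stayed past the threshold in both arms under every alternative, the GC and length corrections included, from 0.57 to 0.71 in the CTNNB1 arm and from 0.53 to 0.69 in the shAPC arm with all libraries. The differentiation list did so too, from -0.51 to -0.21 and from -0.65 to -0.38. Single genes were not tested under those corrections. APC in the shAPC arm ran from -1.44 to -1.27. Of the 63 other results for named genes within the arms, CTNNB1 in its own arm being given below, 57 kept direction and side of the threshold under every other alternative. Of 869 values, 839 did so, 26 lost significance and 4 reversed. The 4 were CTNNB1 in the shAPC arm, near 0 throughout, at 0.047 under median-ratio scaling, 0.078 under quantile normalization, 0.024 without shNT1 replicate 3 and 0.043 without shAPC replicate 3, within -0.029 to 0.043 over the fits that left out one library. Of 18 named genes that differed between the arms, 16 did so under every other alternative. RNF43 lost significance with the replicate block (-0.33, adjusted p = 0.057) and without GFP replicate 1, and CA2 in 5 of the fits that left out one library.

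Scaling changed the balance of directions. Under median-ratio scaling 1380 genes were lower in the CTNNB1 arm and 1359 higher in the shAPC arm. Quantile normalization gave 1338 higher in the shAPC arm, and moved CTNNB1 in its own arm to 0.121, past the threshold (adjusted p = 0.048). The WNT list difference between the arms was -0.131 under median-ratio scaling (adjusted p = 0.026) and reversed to 0.055 with a pseudocount of 0.1 and to 0.068 with a mean TPM of at least 5. It passed the threshold at -0.124 with GC correction and -0.164 with length correction, but not with library levels kept (-0.02 and -0.06). The differentiation list difference lost significance at 0.04 under median-ratio scaling, 0.069 under quantile normalization and 0.051 with GC correction. GC correction gave 1812 lower in the CTNNB1 arm and 1436 higher in the shAPC arm, and length correction gave 1382 and 1427. The replicate block with GC correction gave 1710 lower in the CTNNB1 arm and 1050 lower in the shAPC arm. The replicate block alone gave 1153 lower in the shAPC arm and 1145 differences between the arms.

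Stricter thresholds reduced every count. Requiring an absolute log2 fold change of at least 1 left 95 genes in the CTNNB1 arm (65 higher, 30 lower), 88 in the shAPC arm (62 higher, 26 lower), 41 in the same direction in both arms and 48 differences. An adjusted p under 0.01 left 1253 (802 higher, 451 lower), 1151 (397 higher, 754 lower), 386 and 628.

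Across the fits that each left out one library, calls ran from 1499 to 3190 in the CTNNB1 arm (976 to 2084 higher, 503 to 1151 lower). They ran from 1484 to 2252 in the shAPC arm (550 to 853 higher, 909 to 1577 lower). Differences between the arms ran from 995 to 2143. Genes called in the same direction in both arms ran from 615 to 948, and those in opposite directions from 51 to 146. No call shared with the full fit of either arm changed sign. CTNNB1 in its own arm ran from 0.109 to 0.147, with an adjusted p from 0.05 to 0.2, and passed the threshold without CTNNB1 replicate 1. The WNT list difference ran from -0.065 to 0.06, reversing to 0.002 without GFP replicate 2, 0.006 without CTNNB1 replicate 3 and 0.06 without shAPC replicate 2. The differentiation list difference ran from 0.079 to 0.208. Because depth per library is unknown, no change near 0 TPM can be given a detection limit.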

Other observations

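The splits of the libraries and the tests on CTNNB1, on scaling, on GC content and length, on the WNT list difference and on CTNNB1 replicate 1 were chosen only after the results had been seen, and the secretory list was written after REG4, MUC5AC and SPINK4 had been seen to fall.

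The numbers of calls in the arms were weighed against other groupings. In the CTNNB1 arm 1 of the 4 splits of the 6 libraries that part every same-numbered pair, the real one, gave as many calls. The largest other split gave 0, with 181 genes at an unadjusted p under 0.05 against 4322 in the real split. In the shAPC arm it was again 1 of 4, the largest other giving 0, with 389 genes at an unadjusted p under 0.05 against 4286. Over all 10 splits it was 1 in each arm. The other splits mix the groups. For the WNT and differentiation lists 1 of 4 splits gave a median as large, the largest others being 0.332 and 0.131 in the CTNNB1 arm and 0.367 and 0.226 in the shAPC arm. For genes called in the same direction in both arms it was 1 of 16 pairs of splits, the largest other giving 0. With so few splits no share can fall under 0.05, so none of these results can be told apart from chance by splits alone.

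The numbers of calls were also weighed against technical trends, with the matched genes fitted again. Removing the trend with transcript length gave 2809 calls in the CTNNB1 arm, with 2216 of the 2710 calls of that fit kept, and 2986 in the shAPC arm, with 2386 of 2628 kept. Removing the trend with GC content gave 3583 (2478 kept) and 2982 (2385 kept). These removals also centre all genes. With the level of each library kept, length removal gave 2850 and 2692 calls and GC removal 3714 and 2700. Higher calls made up 49.4% in the CTNNB1 arm and 47.6% in the shAPC arm under median-ratio scaling. That scaling centres the fold changes of all genes near 0, so it cannot show whether the excess of rises in one arm and of falls in the other comes from TPM or from the cells.

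One library stood out in these trends. In CTNNB1 replicate 1 the deviation of genes from the mean of all libraries had a Spearman rho of 0.42 with transcript length and -0.49 with GC content. In the other libraries rho ran from -0.18 to 0.14 with length and from -0.1 to 0.23 with GC. With 3 libraries per group no outlier test was applied. Without it 3190 genes were called, among them 2521 of the 2730 called with it (92.3%). APC was 19.39 TPM in this library against 15.29 and 14.91 TPM in the other CTNNB1 libraries, and leaving it out lowered the APC change in that arm from 0.21 to 0.1.

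CTNNB1 RNA rose by 0.13 while 13 WNT targets were called higher, which is surprising for an overexpression arm. The authors' deposited table gave 0.06. Dilution within TPM by a few abundant genes would lower the typical gene, whereas the median of all genes rose by 0.06 and median-ratio scaling lowered CTNNB1 to 0.07. These values go against such a dilution. The lowest CTNNB1 library lay 0.74 above the highest GFP library in the mean log2(TPM + 1) of the WNT target list. This restates that the list rose and does not show which construct the libraries received. A construct whose sequence does not align to the CTNNB1 annotation, for example a recoded one, or a stabilised protein made from few transcripts, could give this pattern. Neither was tested, and mislabelled libraries were not excluded.

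The WNT target list had a median difference between the arms of -0.04 (limma fry, adjusted p = 0.39), -0.13 under median-ratio scaling (adjusted p = 0.026), -0.12 after GC correction (adjusted p = 0.014) and -0.16 after length correction (adjusted p = 0.0059). All 3 settings centre all genes, whose median difference was 0.11 as deposited, so these shifts say little about the list itself. With library levels kept the list median was -0.02 after GC correction (adjusted p = 0.39) and -0.06 after length correction (adjusted p = 0.15). Quantile normalization gave -0.151, which did not pass the threshold (adjusted p = 0.074). Whether 1 perturbation had the stronger effect on the list thus depends on the normalization and correction used. All 16 pairs of splits gave a median difference as large, the largest other being 1.05. This could hardly come out otherwise, since a split that mixes one arm keeps the list effect of the other arm.

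The falls of REG4, MUC5AC and SPINK4 led to a hypothesis that transcripts of secretory cell genes fell. In a list of 16 such genes without these 3, 10 were tested in each arm. The median was -0.3 in the CTNNB1 arm (limma fry, adjusted p = 0.015, 8 of 10 genes lower) and -0.65 in the shAPC arm (limma fry, adjusted p = 1e-04, 9 of 10 genes lower). The replicate block gave -0.3 (adjusted p = 0.099) and -0.65 (adjusted p = 0.0049), with pairing correlations of 0.13 and -0.12. Over the alternatives that kept all libraries, the adjusted p ranged from 2.4e-05 to 0.099 in the CTNNB1 arm and from 1.1e-06 to 0.0049 in the shAPC arm. Among the lower genes 4 were called in the CTNNB1 arm and 7 in the shAPC arm. RETNLB went against the list and rose by 1.13 and 1.4. ATOH1 was not called in either arm (0.11 and -0.27). TFF3 was not among the genes tested here, and was not called in either arm (0.31 and -0.03). In each arm 1 of 4 splits gave a median as large, the largest others being 0.18 and 0.19, which cannot exclude chance. The hypothesis is consistent with the shAPC arm under each alternative run, and depends on the fit in the CTNNB1 arm. The list measures transcripts and not cell numbers.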
